# Characterization of the *Rosa roxburghii* Tratt transcriptome and analysis of *MYB* genes

**DOI:** 10.1371/journal.pone.0203014

**Published:** 2019-03-12

**Authors:** Xiaolong Huang, Huiqing Yan, Lisheng Zhai, Zhengting Yang, Yin Yi

## Abstract

*Rosa roxburghii* Tratt (Rosaceae) has a fruit that is flavorful, economically valuable, and highly nutritious, providing numerous health benefits. Myeloblastosis (MYB) proteins play key roles in the development and fruit quality of *R*. *roxburghii*. However, there is little available genomic and transcriptomic information for *R*. *roxburghii*. Here, a normalized cDNA library was constructed from five tissues, including the stem, leaf, flower, young fruit, and mature fruit, using the Illumina HiSeq 3000 platform. *De novo* assembly was performed, and 470.66 million clean reads were obtained. In total, 63,727 unigenes, with an average GC content of 42.08%, were discovered, 60,406 of which were annotated. In addition, 9,354 unigenes were assigned to Gene Ontology categories, and 20,202 unigenes were assigned to 25 Eukaryotic Ortholog Groups. Additionally, 19,508 unigenes were classified into 140 pathways of the Kyoto Encyclopedia of Genes and Genomes database. Based on the transcriptome, 163 unigenes associated with MYBs were detected. Among these genes, 75 genes were significantly expressed in the various tissues, including 10 R1 MYB, 42 R2R3 MYB, one R1R2R3 MYB, three R4 MYB and 19 atypical MYB-like proteins. The expression levels of the 12 *MYB* genes randomly selected for quantitative real-time PCR analysis corroborated the RNA sequencing results. A total of 37,545 microsatellites were detected, with an average expressed sequence tag–simple sequence repeat frequency of 0.59 (37,545/63,727). This transcriptome data improves our understanding of the role of *MYB* in *R*. *roxburghii* and will be valuable for identifying genes of interest.

## Introduction

*Rosa roxburghii* Tratt (Rosaceae), commonly known as chestnut rose, is a fruit crop and deciduous horticultural shrub that is mainly distributed in southwestern China. It has several nutritional and functional components, including polysaccharides, flavonoids, triterpenes, and also exhibits superoxide dismutase activity [1, 2]. Some pharmacological researches indicate that it could be used for the inhibition of the metastasis and invasion of ovarian cancer cells and senescence-retardation [3, 4]. In addition, its fruits exhibit radio-protective, anti-tumor, antimutagenic, and genoprotective activities [5–7]. *Rosa roxburghii* is also a traditional Chinese medicinal plant that is further processed into fruit juice, preserves, and fruit wine [8].

Myeloblastosis (MYB) proteins have been reported to significantly influence plant development and fruit quality [9, 10]. Among the different transcription factor families, MYBs form the largest and most functionally diverse superfamily and are involved in regulating cell activities and plant development [11]. The N-terminus of a MYB domain is composed of adjacent tandem repeats [10]. The repeat encodes 50–53 amino acid residues and contains helices forming a helix-turn-helix domain that interact with the major grooves of specific DNA sequences [12]. MYB superfamily members are classified into several subfamilies based on the number of conserved domains (R), including R1 MYB (with one R), R2R3 MYB (with two Rs), R1R2R3 MYB (with three Rs), R4 MYB (with four Rs), and atypical MYB-like proteins [13]. Many MYB superfamily proteins and their functions have been determined in different species. Due to the conserved domains, the R2R3 MYB type is predominant in plants [14]. MYBs are involved in regulating plant growth, development, and stress resistance, including the anthocyanin biosynthetic pathway, trichome initiation and development, flavonoid or phenylpropanoid metabolism, secondary wall biosynthesis, sugar signaling and responses to abiotic or biotic stress [15, 16].

The genes of the *R*. *roxburghii MYB* superfamily have not been comprehensively characterized. Thus, for species that lack reference genomes, high-throughput Illumina sequencing can be used to generate new transcripts, determine gene expression levels, and produce an accurate transcriptome profile [17]. Assembled unigenes with different database annotations can be assayed to evaluate genetic characteristics and metabolic pathways. Recently, the fruits of *R*. *roxburghii* at three different developmental stages were analyzed using Illumina sequencing [18]. The author detected several MADS-box genes related to fruit development, as well as NAD genes. Several transcripts related to ascorbate biosynthesis were also identified. However, the sequencing depth was insufficient to represent the entire transcriptome. In another study, genomic survey sequencing for the genetic background of *R*. *roxburghii* was also performed using next-generation sequencing technology by HiSeq 2500 sequencing. The estimated genome size was 480.97 Mb based on the ratio of K-mer number to peak depth, and the findings mainly illustrated the genes related to the biosynthesis of ascorbic acid [19].

To elucidate the transcriptomic profiles of different tissues in *R*. *roxburghii*, the leaf, stem, flower, young fruit and mature fruit were subjected to RNA sequencing (RNA-Seq) analysis. The Illumina platform was used to construct a cDNA library using these five tissues to obtain transcriptome information. *MYBs*, which were significantly expressed in the various tissues, were identified. Expressed sequence tag-simple sequence repeats (EST–SSRs) were used to assess the genetic diversity of *R*. *roxburghii*. These results provide a valuable resource for functional gene analyses, particularly that of *MYB* genes.

## Materials and methods

### Biological materials

Seedlings of wild *Rosa roxburghii* were provided by Hongying Zhou (Guizhou Botanical Garden, Guizhou, China) and planted outside in pots (one pot per seedling) under natural conditions at Guizhou Normal University, Guizhou province, China (N 26°42.408'; E 106°67.353'). Different tissues were collected from these plants exhibiting healthy growth, including the leaves, stems, flowers at the full-blossom stage, young fruit (50 days after flowering, YF) and mature fruit (120 days after flowering, MF). The former three samples were collected at the same time in May, 2017, while the latter two samples were respectively obtained in July and September (Fig 1A–1F). Three biological replicates were sampled for each tissue, resulting in a total of 15 samples. These materials were immediately frozen in liquid nitrogen following collection and then mechanically ground into a fine powder and stored at −80 °C until further analysis.

**Fig 1:**
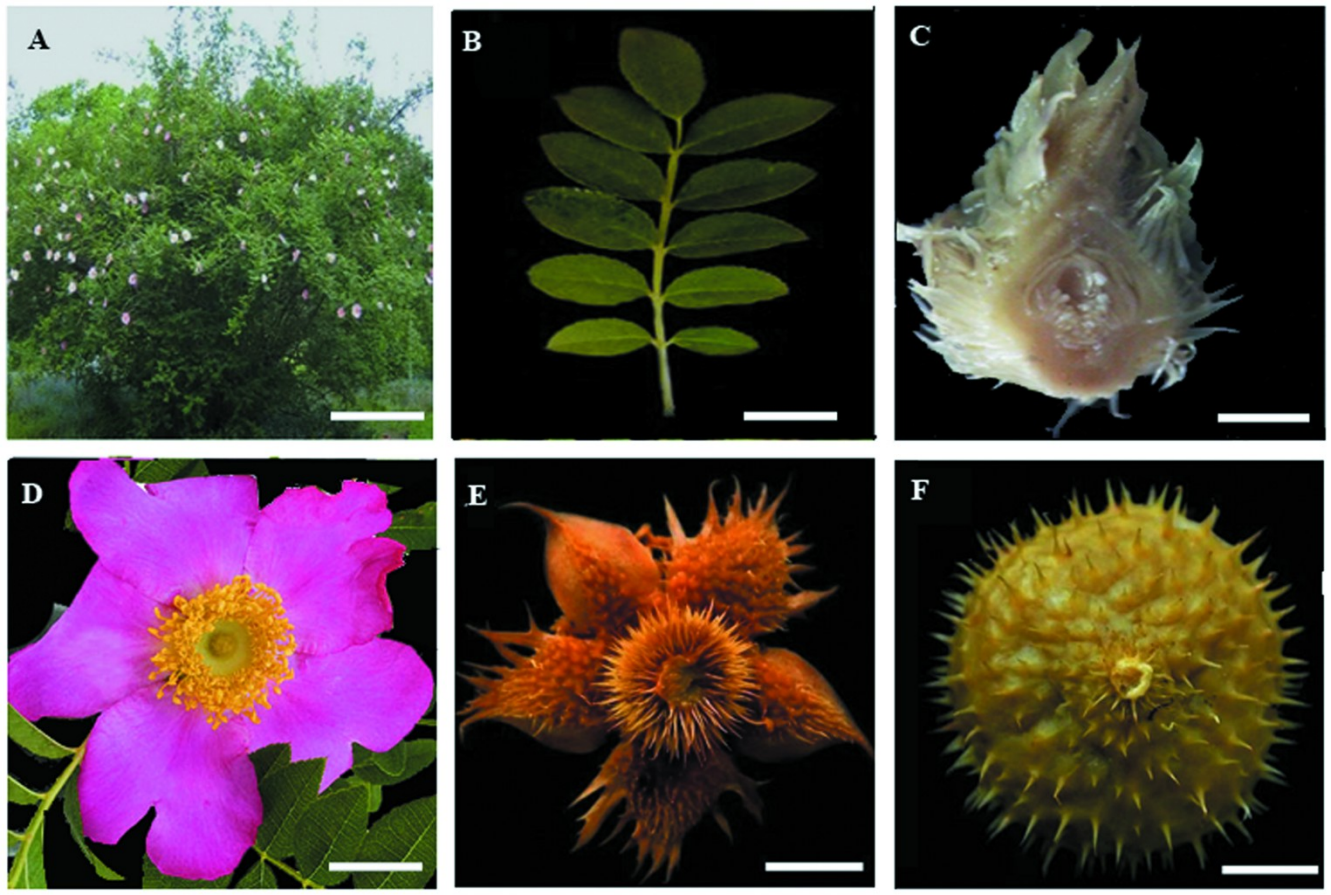
Photographs of the *Rosa roxburghii*. (A) plant, bar = 50 cm; (B) leaf and stem, bar = 0.5 cm; (C) flower bud, bar = 1mm; (D) flower, bar = 1 cm; (E) young fruit (50 days after flowering, DAF), bar = 1 cm; (F) mature fruit (120 DAF), bar = 1 cm.

### RNA extraction and sequencing

A total of 0.1 g of frozen leaf, stem, flower, young fruit and mature fruit tissue were weighed. RNA was isolated using the Trizol method (Takara, Japan) with the addition of RNAiso-mate (Takara, Japan) according to the manufacturer’s guidelines. RNA quality was determined with a Nanodrop spectrophotometer (Wilmington, USA) and Agilent 2100 bioanalyzer (Santa Clara, USA). The total RNA was treated with RNase-free DNase I to eliminate DNA contamination. The enrichment of mRNA was performed with Oligo (dT)-attached magnetic beads, and fragmentation was performed using divalent cations under high temperature in NEBNext First Strand Synthesis Reaction Buffer (5×) to randomly interrupt mRNA. The first-strand cDNA chain was synthesized by random hexamers and M-MuLV Reverse Transcriptase (RNase H) with the mRNA template. Subsequently, the second-strand cDNA chain was synthesized by adding buffer, dNTPs, RNase H and DNA polymerase I. The the double-stranded cDNA was purified using AMPure XP beads. Following end-pair and single nucleotide A (adenine) addition for the purified cDNA, adapters were used to distinguish the different samples by selection with AMPure XP beads for PCR amplification, following which the cDNA library was obtained. Strand-specific cDNA libraries were constructed for sequencing using an Illumina HiSeq 3000 (Illumina, San Diego, USA) at Huazhong Agricultural University (Wuhan, China) to generate 150-bp paired-end reads.

### *De novo* assembly and functional annotation

The clean reads were trimmed by filtering out adaptor-only reads, reads with more than 5% unknown N bases, and low-quality reads (reads containing more than 50% bases with a Q-value≤10). *De novo* assembly was performed using the Trinity assembly program with default settings based on the de Bruijn graph algorithm [20]. Clean reads were first broken into shorter fragments (K-mers) and then assembled into longer fragments named contigs. The overlapping reads were mapped back to the corresponding contigs. Based on the paired-end reads, different contigs from the same transcripts were identified, and the distances among these contigs were calculated. These contigs were further assembled using Trinity to obtain sequences that were no longer defined as unigenes [20]. In addition, the assembled sequences that were less than 200 bp in size were removed. The assembled genome was used as the genomic reference. The raw sequence reads have been archived at the NCBI Gene Expression Omnibus (GEO) database with the accession number (GEO No. GSE122014).

To determine the function of the unigenes, BLASTx alignment with an E-value ≤ 10^−5^ was performed with different databases, including KOG (Eukaryotic Ortholog Groups, http://www.ncbi.nlm.nih.gov/KOG/) [21], Nr (NCBI non-redundant protein database, http://www.ncbi.nlm.nih.gov/), KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) [22], Gene Ontology (GO, http://www.geneontology.org/) and Swiss-Prot (http://www.expasy.ch/sprot) [23, 24]. Based on the Nr annotations, the program Blast2GO [25] was applied to acquire the GO terms of the unigenes. After the GO annotations were obtained, WEGO software was used to perform GO functional classification and identify the distribution of gene functions in *R*. *roxburghii* at the macro level [26]. The best-aligned results were used to identify the sequence direction of the unigenes. If different databases conflicted, the results were prioritized in the following order: Nr, Swiss-Prot, KEGG, COG and GO [27]. When transcripts did not align to any of the databases, EST scans (http://myhits.isb-sib.ch/cgi-bin/estscan) was conducted to decide the sequence direction.

Homology with other model *Rosa* species was also assessed. Nucleic acid sequences from strawberry (*Fragaria X ananassa*) (*Fragaria ananassa* GDR RefTrans V1), apple (*Malus x domestica*) (*Malus x domestica* GDR RefTrans V1) and cherry (*Pruns*. *avium*) (*Prunus avium* GDR RefTrans V1) and *R*. *roxburghii* sequences were aligned using BLAST in the Uni-prot database. This was done in order to compare the four species based on exactly the same search parameters and database type.

### Identification and conserved motif analysis of *Rosa roxburghii* superfamily

Bowtie2 [28] and RSEM (RNA-Seq by Expectation-Maximization) [29] were used to map clean reads to the assembled transcriptome and evaluate the abundance of each transcript, respectively. To compare the expression levels of transcripts in the different samples, FPKM (fragments per kilobase of transcript per million mapped reads) was used to normalize the gene expression [30] according to the formula: FPKM = (10^6^ × *C* × 10^3^)/*NL*. *C* represents the number of reads uniquely aligned to a certain unigene, *N* indicates the total number of reads uniquely aligned to all unigenes, and *L* is the base number of this unigene.

All genes related to MYBs were selected and analyzed based on Nr annotation and then described. The expression level of all *MYB* in the various tissues were assessed. The MYBs were predicted using Open Reading Frame (ORF) in TransDecoder (v2.1.0) (http://transdecoder.github.io/) with default parameters to obtain the protein. The longest ORF was used to identify the transcription sequence. Conserved motifs shared by MYB proteins, which were significantly expressed using a threshold value of absolute log_2_ FC (fold change) ≥1 with an FDR (false discovery rate) ≤ 0.01, were analyzed using Multiple Em for Motif Elicitation (MEME Version 5.0.2, http://meme-suite.org/tools/meme) online tool by uploading the amino acid sequences of the MYB superfamily members. The following parameter settings were applied: R1-MYB proteins, with one R; R2R3-MYB proteins, with two Rs; R1R2R3-MYB proteins, with three Rs; R4-MYB proteins, with four Rs. Others belonging to atypical MYB families were determined [31].

### Quantitative real-time PCR (qRT-PCR) assays

Twelve cDNAs encoding MYB transcription factors, all of which have potential roles in the regulation plant development, were selected for qRT-PCR validation. Primers were designed (S1 Table) with primer premier 6. Total RNAs were isolated from leaf, stem, flower, young fruit (YF) and mature fruit (MF) using the TRIzol, followed by purification with an RNA purification kit with added RNAiso-mate. The RNA was then reverse-transcribed using an RT-PCR Kit (TaKaRa, Japan) with an oligo dT-adaptor primer according to the manufacturer’s protocol. The volume of each reaction was 20 μL prepared with 10 μL of SYBR Green Master mix (Toyobo, Osaka, Japan), 1 μL of each primer pair, and 1 μL of cDNA template, and 7 μL sterilized ddH_2_O. The qRT-PCR reactions were performed in a Roche LightCycler480 machine with *β-actin* as an endogenous control. Three biological replicates were tested. Amplification was performed for 95°C for 2 min, followed by 40 cycles at 95°C for 15 s, annealing at 58°C for 30 s, and 72°C for 30 s. The expression levels relative to the control were estimated by calculating ΔΔCt and were subsequently analyzed using 2^−ΔΔCt^ method.

### Microsatellite detection

The program MISA (http://pgrc.ipksgatersleben.de/misa/) [32] was used to detect microsatellite repeat motifs for each unigene in order to determine the distributions of microsatellites (also known as SSRs) and to develop new markers in the transcriptome of *R*. *roxburghii*. The number of core repeat motifs in mononucleotide, di-nucleotides, tri-nucleotide tetra-nucleotide, penta-nucleotide and hexa-nucleotides was counted.

## Results

### Illumina sequencing and sequence assembly

A total of 470.66 million reads were obtained for all five tissues and all repetitions. After trimming and quality filtration of the raw data, each tissue was represented by an average of 31.38 million reads (S2 Table). The total reads per biological condition are indicated in S2 Table. 

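RNA-seq measured the transcripts of 5 tissues of R. roxburghii with 3 libraries per tissue, 15 in all. The tissues were leaf, stem, flower in full blossom, young fruit at 50 days after flowering and mature fruit at 120 days after flowering. Leaf, stem and flower were sampled in May, young fruit in July and mature fruit in September, so the stage of the fruit and the month of harvest cannot be told apart. The same holds for tissue and month wherever fruit is compared with leaf, stem or flower. The paper describes 3 biological replicates per tissue and strand-specific libraries made with NEBNext reagents, whereas the sample labels describe 2 biological replicates of 3 plants each and a TruSeq kit. The 3 libraries of a tissue were treated as separate samples, and p-values measure only the spread between them, part of which may be technical. According to S2 Table, the number of clean reads per library was 30341173 to 34373639 in leaf (median 34272550), 27653727 to 41235348 in stem (median 35528590), 27406558 to 29496799 in flower (median 28822233), 28264939 to 35788754 in young fruit (median 28855223) and 28000436 to 31692315 in mature fruit (median 28924756). The authors assembled the reads of all tissues with Trinity, aligned them back with Bowtie2, estimated abundance with RSEM and deposited 1 FPKM value per unigene and library, where FPKM relates the reads uniquely aligned to a unigene to its length and to all uniquely aligned reads of the library. The FPKM values of a library summed to between 490161 and 563597. They carry no read counts, so the counting error of a single value is not known. Values below 0.15 FPKM nevertheless fall in steps, and in all 15 pairs of libraries of the same tissue the commonest log2 ratio of such values differed by at most 0.0705 from the log2 ratio of the clean reads in S2 Table. Tissues were compared with limma, with a prior variance that follows the expression level, on log2(FPKM + 0.1). All 15 libraries entered a single fit with 1 mean per tissue, and all 10 pairs of tissues were compared over the 51175 unigenes above 0.1 FPKM in at least 3 libraries. A difference had to reach an absolute log2 fold change of 1 and an FDR (Benjamini-Hochberg, within each pair of tissues) of 0.01, the thresholds in the paper's methods. The paper's text does not name the test behind its own FDR. Fold changes on the log2(FPKM + 0.1) scale understate the change of unigenes with low values. Across unigenes on this scale, Pearson's r was 0.943 to 0.967 between libraries of the same tissue and 0.729 to 0.903 between libraries of different tissues, and unigenes are not independent replicates. The MYBs are called by the Nr best match in S7 Table, which is usually a protein of another species such as Fragaria vesca. Of the 163 MYBs, 57 belong to a Trinity component that holds at least 1 other MYB, up to 8 in a component, and reads may be shared between such unigenes.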

For each sample, at least 86.21% of the reads could be mapped uniquely to contigs assembled using Trinity software. A total of 212,534 transcripts were obtained by assembling the clean reads using Trinity, with an average guanine plus cytosine (GC) content of 42.08%, an average length of 1437.69 bp and an N50 length of 2,085 bp. A total of 63,727 unigenes were assembled and all longer than 200 bp, with average and N50 lengths of 995 bp and 1,895 bp, respectively (Table 1). 

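Of the 63727 unigenes listed for each library, the widest range was found in young fruit. A library of young fruit listed 44233 ± 656 unigenes above 0 FPKM (SD, n = 3), against 36913 ± 522 in leaf, 38629 ± 1040.5 in stem, 37924 ± 105 in flower and 38343 ± 1532 in mature fruit. At a level of at least 1 FPKM the tissues lay closer together, with 22985 ± 85.6 unigenes in young fruit, 22964 ± 242 in flower, 22663 ± 505 in stem, 22274 ± 457 in mature fruit and 21617 ± 234 in leaf. There were 3425 unigenes above 0 in all 3 young fruit libraries and listed at 0 in the other 12 libraries. The same count was 634 for mature fruit, 176 for flower, 87 for stem and 66 for leaf. Of the unigenes tested with limma, 35695 differed between at least 1 pair of tissues and 13280 were higher in 1 tissue than in each of the other 4. Young fruit accounted for 6078 of the latter, mature fruit for 2481, flower for 1834, leaf for 1622 and stem for 1265. Between mature and young fruit 15443 unigenes differed, 4127 of them higher and 11316 of them lower in mature fruit. Mature fruit libraries 2 and 3 shared 2792 unigenes listed at 0 in every other library, while mature fruit libraries 1 and 2 shared 68 such unigenes and libraries 1 and 3 shared 62. These counts depend on low values. With a pseudocount of 1, 20759 unigenes differed between a pair of tissues, 5907 were higher in 1 tissue and 6888 differed between the fruit stages, and the counts were 21582, 6017 and 8470 when at least 1 FPKM in at least 3 libraries was required.

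**Figure D1:**
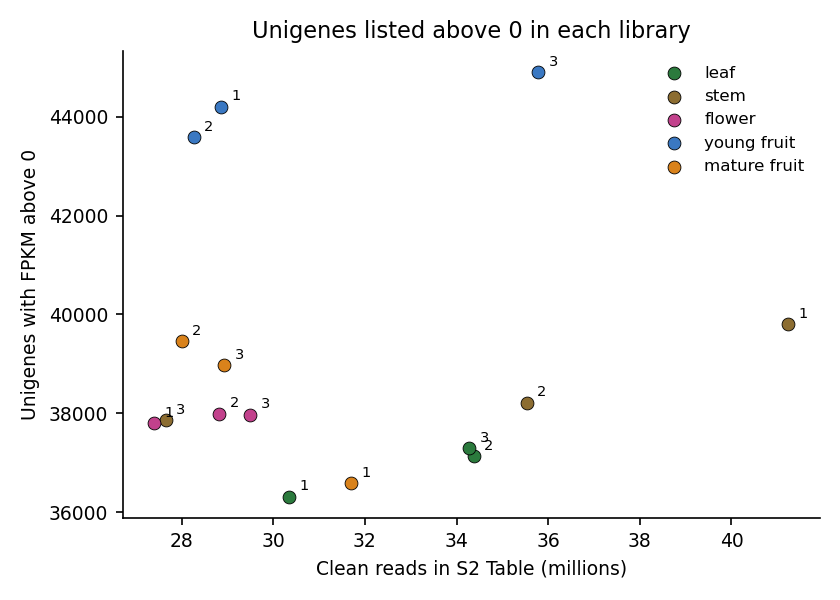
Number of unigenes with an FPKM above 0 in each of the 15 libraries (vertical axis, which starts above 0) against the clean reads of the library in S2 Table (horizontal axis, in M reads). Each point is 1 library, coloured by tissue and marked with its replicate number. The 3 young fruit libraries list 43593 to 44904 unigenes and the other 12 at most 39812.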

Of the 63,727 unigenes, 78.03% (49,727) were longer than 600 bp and 56.07% (35,732) were longer than 1 kb (Fig 2). In addition, most unigenes (60,901) were less than 5,200 bp (95.57%) (S3 Table and Table 1).

**Fig 2:**
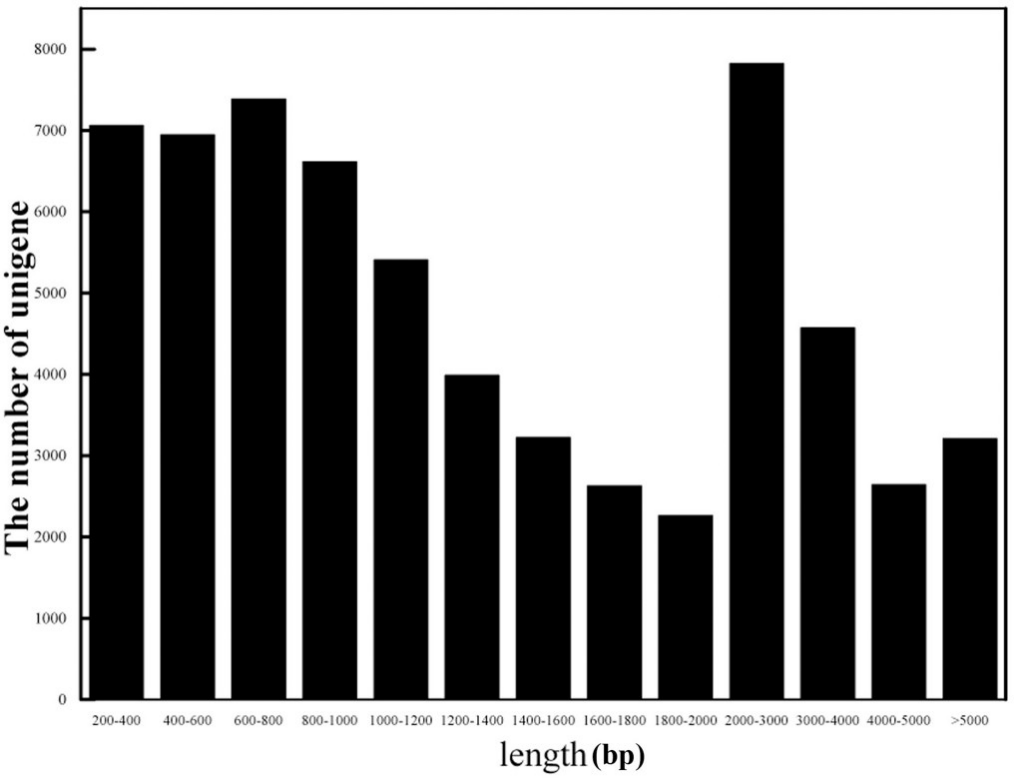
Length distribution of unigenes assembly for *Rosa roxburghii* Tratt.

**Table 1:** Summary of the trinity assembly for *Rosa roxburghii*.

Length range (bp)	Transcript	Unigene
Total Number	212,534	63,727
Total length	305,558,508	85,677,327
N50 length	2,085	1,895
Median Length	1,077	995

### Functional annotation of unigenes

Using a BLASTX-based algorithm, 60,406 out of the 63,727 unigenes could be mapped to the GO, KOG, KEGG, Nr, and Swiss-Prot databases (S4 Table). Swiss-prot and Nr contained the highest number of homologous unigenes (55,151 and 55,118, respectively). In total, 1,948 unigenes could be annotated to all databases (Fig 3A). Comparative sequence alignment identified differences and similarities among the various *Rosa* species. Nucleic acid sequences from *Rosa* species, including strawberry, apple, and cherry, were aligned using a BLAST algorithm-based search of the Uniprot database. We found that strawberry had the highest number of similar genes, followed by cherry and then apple, with the numbers of unigenes matching those of *R*. *roxburghii* being 30,577 (47.98%), 20,105 (31.55%), and 17,677 (27.74%), respectively (Fig 3B).

**Fig 3:**
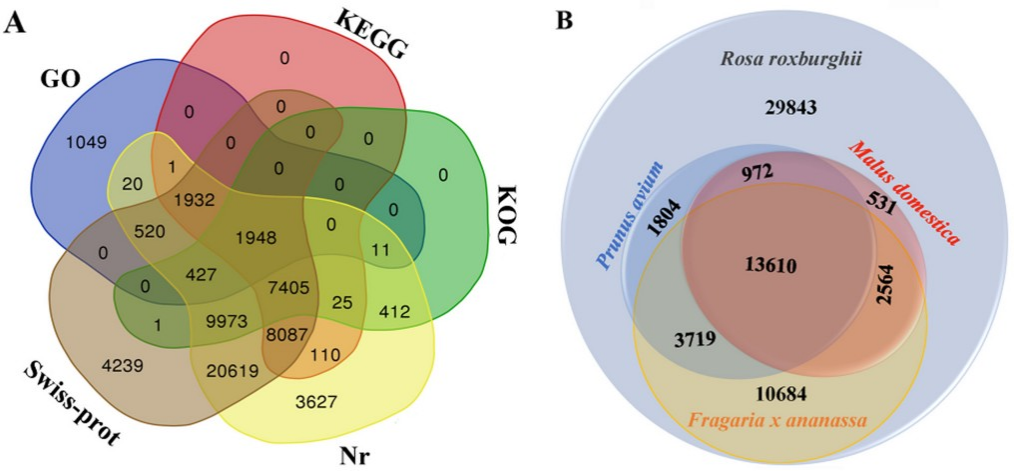
(A) Venn diagram of the number of unigenes annotated in five different databases. The number in the circles represents the number of unigenes annotated by single or multiple databases; (B) homology to strawberry (*Fragaria X ananassa*), apple (*Malus domestica*) and cherry (*Pruns avium*).

There are three GO categories: biological process, cellular component, and molecular function (S5 Table). The Category “biological process” consisted of 20 functional groups, with the major groups being metabolic process (56.56%) and cellular process (54.02%), followed by localization (9.10%) and response to stimulus (8.38%). For the category “cellular part”, 16 groups were predicted, with cell (49.89%), cell part (49.80%), and organelle (37.24%) constituting the three major groups. For “molecular function”, binding (49.02%) and catalytic activity (46.01%) were the dominant groups, followed by structural molecule activity (14.89%) (Fig 4).

**Fig 4:**
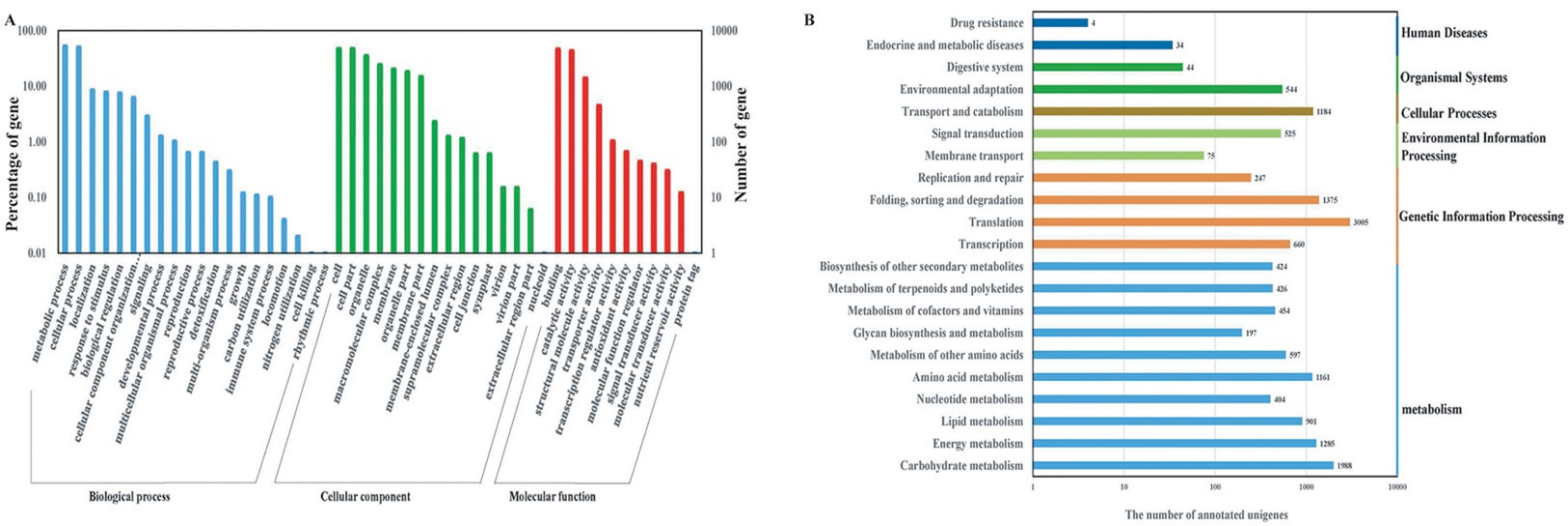
(A) GO functional classification of the unigenes. Blue indicates biological process, green indicates cellular process, and red represents molecular function. The axis labels are “Percentage of genes” (on the left) and “Number of genes” (on the right). (B) KEGG pathway analysis of the unigenes. The x-axis indicates the number of unigenes in a specific category. The left y-axis indicates the clustered functional groups, and the right y-axis indicates the specific category of the genes in the main category.

A total of 20,202 unigenes were identified using the KOG database (S1 Fig) and annotated to 25 functional categories. General function prediction (46.37%) was the largest group, followed by signal transduction mechanisms (24.26%), posttranslational modification, protein turnover, and chaperones (23.49%), and translation, ribosomal structure, and biogenesis (19.80%). The numbers of unigenes assigned to transcription (11.81%), carbohydrate transport and metabolism (11.70%), energy production and conversion (11.67%), and intracellular trafficking, secretion, and vesicular transport (11.29%) were almost identical. In addition, lipid transport and metabolism represented 10.29%. However, there were still 1,939 unigenes with unknown functions. KOG classifications revealed the potential biological functions and provided an insight into the chemical reactions involved in the molecular processes in *R*. *roxburghii*.

A total of 19,508 annotated unigenes were assayed to determine the biological pathways represented in *R*. *roxburghii*. Briefly, these unigenes matched 140 KEGG pathways, as summarized in S6 Table. Translation in genetic information processing (3,005) was the dominant pathway, followed by carbohydrate metabolism (1,988), folding, sorting and degradation (1,375), energy metabolism (1,285), transport and catabolism (1,184), amino acid metabolism (1,161), and lipid metabolism (901) (Fig 4). The KEGG pathways can provide new insights into the biological properties of *R*. *roxburghii* and contribute to the prediction of the higher-level complexity of cellular processes and organismal behavior.

### Genes involved with MYB transcriptional factors in five different tissues

According to the functional database annotations, 163 *MYBs* were identified. Descriptions of the MYBs are listed in S7 Table, and 61 MYBs in *R*. *roxburghii* could be annotated with *Fragaria vesca*. MYBs regulate secondary metabolism and gene expression and are involved in environmental stress responses. The expression levels of 159 putative *MYB* genes in five tissues are indicated in a heatmap in Fig 5, produced in the R statistical environment (version 3.1.3), while four other genes (*DN141656 c0 g3*, *DN143182_c2_g1*, *DN145149_c1_g6* and *DN142101_c1_g3*) were not expressed in any tissues (S7 Table). 

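Summed over the 163 MYBs, the mean expression was 1714 FPKM in flower, 1512 in stem, 1312 in leaf, 1253 in young fruit and 765 in mature fruit. Without DN145829_c0_g2 the other 162 MYBs summed to 1271 FPKM in stem, 1213 in young fruit, 1153 in leaf, 1053 in flower and 762 in mature fruit. A mean of at least 1 FPKM was reached by 98 MYBs in stem, 94 in flower, 82 in young fruit, 81 in leaf and 67 in mature fruit. The most abundant MYB in leaf, stem and flower was DN145829_c0_g2, an R2R3-like MYB named after a Populus protein, at 661 ± 18.7 FPKM in flower, 241 ± 17.0 in stem, 159 ± 3.65 in leaf, 39.8 ± 3.53 in young fruit and 3.00 ± 1.35 in mature fruit (SD, n = 3 for each tissue). In young fruit the most abundant was DN111034_c0_g1, a homolog of the flavonol regulator MYB12, and in mature fruit DN142862_c0_g1, a homolog of MYB4, a repressor of phenylpropanoid genes in Arabidopsis. Of the 163 MYBs, 159 had a value above 0 in at least 1 of the 15 libraries. The other 4 were listed at 0 in all 15, namely the GL1-like DN141656_c0_g3, DN143182_c2_g1 (MYB90), the MYB306-like DN145149_c1_g6 and DN142101_c1_g3 (APL, named after a regulator of phloem identity). A value of 0 means only that the MYB is listed at 0. Of the 159 MYBs, 140 were above 0 in all 3 libraries of at least 1 tissue, and 126 exceeded 1 FPKM in at least 1 library. Among the low values are all 3 MYBs whose best match is an insect protein. DN133537_c0_g1 had values of 0, 0.149 and 0.354 FPKM and DN125764_c0_g1 of 0, 0.546 and 1.07 FPKM in mature fruit libraries 1, 2 and 3, and both were listed at 0 in the other tissues. DN28565_c0_g1 had values of 0.0612, 0.0794 and 0.299 FPKM in leaf and 0.140, 0.0322 and 0.0320 FPKM in flower and was listed at 0 elsewhere.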

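More MYBs were lower than higher in mature fruit whichever tissue it was compared with. Against young fruit, 50 of the 142 MYBs tested were lower in mature fruit, 8 were higher and 84 did not pass (limma on log2(FPKM + 0.1)). When adjusted over the list alone the count was also 58. The strongest fall among the MYBs was that of the MYB82-like DN146459_c2_g1, a homolog of a regulator of trichomes in Arabidopsis, from 26.1 ± 1.64 FPKM in young fruit to 0.306 ± 0.283 in mature fruit (SD, n = 3), a log2 fold change of -6.23 (SE 0.32, limma adjusted p = 3.71e-09). A second MYB82-like unigene, DN148549_c3_g4, went from 11.1 ± 1.16 to 0.221 ± 0.192 FPKM. The MYB46 homolog DN146433_c2_g3, named after a master switch of the secondary wall, went from 5.05 ± 0.492 to 0.0886 ± 0.0139 FPKM (log2 fold change -4.77, SE 0.13, limma adjusted p = 1.35e-11). Log2 fold changes of between -5.64 and -3.79 were seen in DN146053_c2_g1 (Hv1), DN143182_c1_g1 (MYB13), DN144669_c3_g3 (MYB330), DN138607_c0_g1 (MYB4), DN141656_c0_g1 (MYB21), DN144824_c3_g1 (MYB44-like) and DN145829_c0_g2. The MYBs that rose included DN145863_c0_g1 (MYB-related protein 1-like), from 0.491 ± 0.204 to 3.63 ± 0.500 FPKM (log2 fold change 2.70, SE 0.30, limma adjusted p = 5.69e-06), and DN147128_c3_g4 (MYB3), from 5.40 ± 0.279 to 30.7 ± 1.74 FPKM. DN142862_c0_g1 (MYB4) rose from 26.4 ± 2.12 to 84.3 ± 17.6 FPKM, DN128191_c0_g1 (MYB-like J) from 0.352 ± 0.182 to 2.27 ± 0.491 and DN149346_c2_g2 (APL) from 0.726 ± 0.288 to 3.08 ± 0.220. The WER-like DN145308_c4_g5, DN109626_c0_g1 (MYB10, the anthocyanin regulator of Rosaceae fruit) and DN145009_c3_g1 completed the 8, with log2 fold changes of 1.41, 2.10 and 1.36. DN109626_c0_g1 was low in both stages, at 0.0183 ± 0.0317 FPKM in young and 0.443 ± 0.293 in mature fruit. The MYB10 unigenes DN30159_c0_g1, at 0.327 and 0.192 FPKM in young and mature fruit, and DN149070_c1_g2, at 0.139 and 0, were not called. Compared with stem, 67 MYBs were lower and 11 higher in mature fruit, with flower 63 and 19, and with leaf 51 and 26. Stem was above leaf in 58 MYBs and below it in 15, and above flower in 44 and below it in 25. Young fruit was below stem in 47 MYBs and above it in 16. Flower exceeded leaf in 35 MYBs and was lower in 18, young fruit exceeded leaf in 44 and was lower in 34, and young fruit exceeded flower in 37 and was lower in 43. With a pseudocount of 1, the fruit stages differed in 36 MYBs, and the last 3 of the 8 risers no longer passed. With only the 6 fruit libraries in the fit, 39 MYBs were lower and 5 higher in mature fruit. Of the MYBs named above for the fruit stages, the last 3 risers and DN143182_c1_g1 were no longer called. DN145009_c3_g1 also failed without each single library other than leaf 3, stem 3, young fruit 3 and mature fruit 1.

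**Figure D2:**
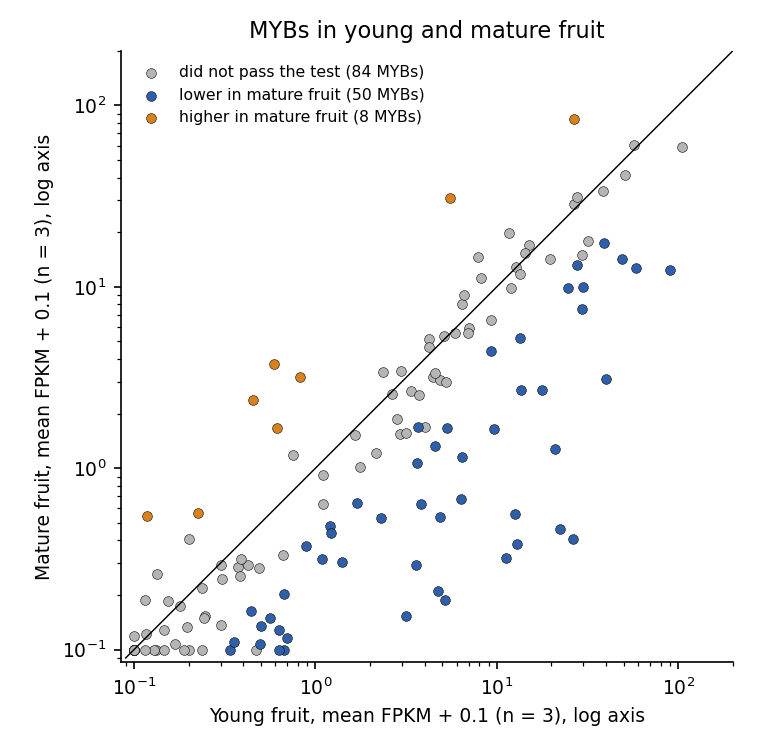
Mean FPKM + 0.1 of the 142 MYBs tested, in mature fruit (vertical axis) against young fruit (horizontal axis), both on log axes, with n = 3 libraries each and a line of equal values. Each point is 1 MYB, and the colours mark the 50 lower in mature fruit, the 8 higher and the 84 that did not pass the test.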

Various *MYBs* exhibited differential expression among five tissues. Based on an expression value of log_2_ FC (fold change) ≥1 between any two tissues, there were 75 differentially expressed *MYBs* in the various tissues (S8 Table).

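Of the 142 MYBs tested, 119 differed between at least 1 pair of tissues and 23 did not (limma, with the thresholds of the paper's methods). When adjusted over the list alone the count was also 119. In 50 MYBs 1 tissue was higher than each of the other 4 (50 when adjusted over the list alone), with 14 for stem, 14 for flower, 9 for leaf, 9 for young fruit and 4 for mature fruit. In flower, DN147925_c5_g4, homologous to the anthocyanin activator MYB90, stood at 13.7 ± 1.30 FPKM (SD, n = 3), and the next tissue, stem, at 0.0687 ± 0.0663, a log2 fold change of 6.43 (SE 0.33, limma adjusted p = 8.83e-09). DN149070_c1_g2 (MYB10) reached 4.16 ± 0.594 FPKM in flower and 0.816 ± 0.478 in stem. The MYB306-like DN144669_c3_g1 reached 7.64 ± 0.382 FPKM in flower, DN138619_c0_g2 (MYB3) 11.7 ± 1.22, and DN146459_c2_g4 was listed above 0 in the flower libraries alone, at 0.665, 1.28 and 0.629 FPKM. In stem, DN137108_c0_g1, a homolog of the stress-related MYB15, was at 4.58 ± 0.108 FPKM and in the next tissue, leaf, at 0.260 ± 0.182 (log2 fold change 3.84, SE 0.46, limma adjusted p = 1.43e-05). The phenylpropanoid repressor homologs DN144669_c3_g3 (MYB330) and DN121791_c0_g1 (MYB4-like) and the MYB315 homolog DN149295_c1_g7 stood at 27.1 ± 2.67, 1.19 ± 0.138 and 1.11 ± 0.567 FPKM in stem, and DN127953_c0_g1 (MYB-like AA) at 9.70 ± 1.51. In leaf, DN145802_c2_g12, homologous to the anthocyanin-related MYB114, was at 17.0 ± 5.99 FPKM and in flower at 2.23 ± 0.576 (log2 fold change 2.84, SE 0.45, limma adjusted p = 0.000221). DN143366_c4_g3 (MYB-like J) reached 61.8 ± 2.34 FPKM in leaf, the MYB306-like DN144626_c1_g2 29.9 ± 1.98, DN146459_c0_g1 (MYB330) 18.3 ± 2.18 and DN149725_c2_g2 2.07 ± 0.710. In young fruit, the MYB308-like DN144669_c3_g5 was at 6.35 ± 0.458 FPKM and in mature fruit at 1.06 ± 0.519 (log2 fold change 2.57, SE 0.39, limma adjusted p = 8.64e-05). DN146443_c1_g4 reached 6.22 ± 0.512 FPKM in young fruit, DN141656_c0_g1 (MYB21) 3.04 ± 0.199, DN134104_c1_g3 0.532 ± 0.250, and DN146053_c2_g1 was 1.48 higher on the log2 scale than in stem. In mature fruit all 4 were DN142862_c0_g1 (MYB4), which lay 1.65 above young fruit on the log2 scale, DN147128_c3_g4 (MYB3), 1.27 above flower, the WER-like DN145308_c4_g5, 1.09 above flower, and DN145863_c0_g1, 1.07 above leaf. S8 Table lists 75 MYBs under a tissue, of which 60 were tested, 57 differed between a pair of tissues and 50 were higher in their listed tissue than in each other tissue. These MYBs were chosen by the study on the same libraries, so that count is not independent evidence. Of the MYBs outside S8 Table, 62 differed between a pair of tissues. With a pseudocount of 0.01 or of 1, at least 1 comparison was lost for DN145802_c2_g12, DN149725_c2_g2, DN146459_c0_g1, DN149295_c1_g7, DN146459_c2_g4, DN144669_c3_g5, DN134104_c1_g3, DN141656_c0_g1, DN146053_c2_g1, DN145308_c4_g5 and DN145863_c0_g1. Single libraries also ended comparisons, for DN145863_c0_g1 with leaf (each leaf and mature fruit library, stem 2, flower 3 or young fruit 2), for DN145308_c4_g5 with flower (flower 2 or 3 or mature fruit 1) and for DN146053_c2_g1 with stem (stem 1 or 3 or any young fruit library). The paper selects differentially expressed MYBs by a log2 fold change of at least 1 between any pair of tissues and states that they amount to the 75 in S8 Table, and it analyses these for conserved motifs.

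**Figure D3:**
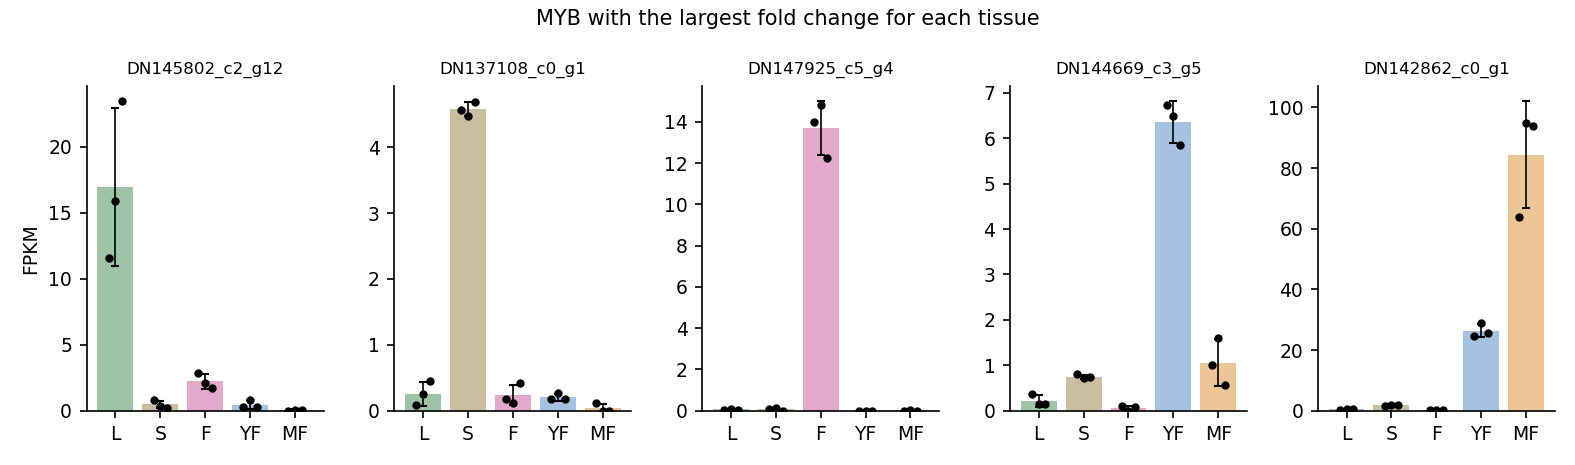
FPKM (vertical axes, each with its own scale from 0) of the MYB with the largest fold change over its next tissue for leaf, stem, flower, young fruit and mature fruit, from left to right. Bars are means, error bars SD and dots the 3 libraries of leaf (L), stem (S), flower (F), young fruit (YF) and mature fruit (MF). DN147925_c5_g4 stands at 13.7 FPKM in flower and DN142862_c0_g1 at 84.3 FPKM in mature fruit.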

**Fig 5:**
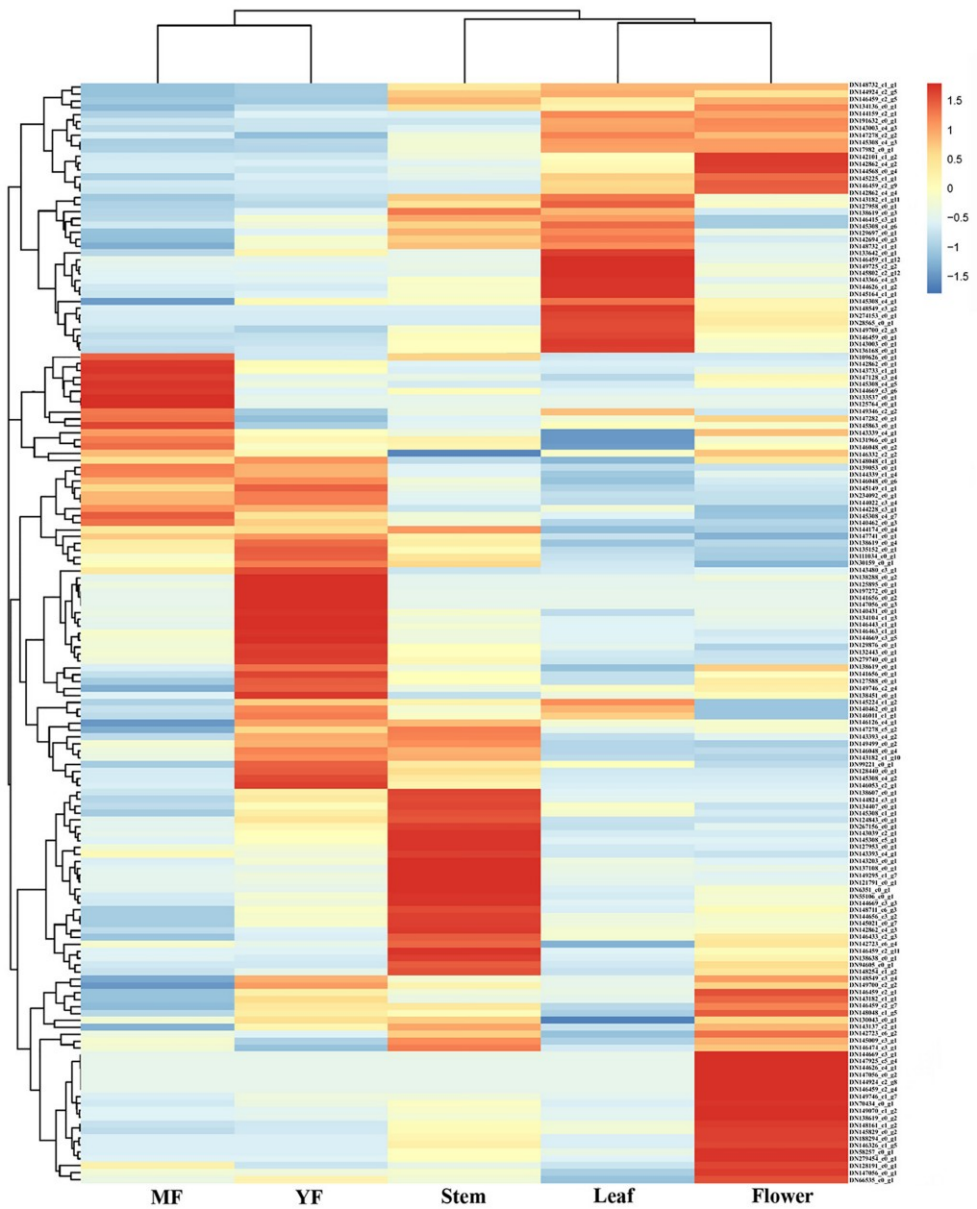
Heatmap and dendrogram indicating the expression levels of all *MYBs* using R software (version 3.1.3).

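Over the 163 MYBs, the expression profile of young fruit was nearest to those of stem and mature fruit. Pearson's r across MYBs of the mean log2(FPKM + 0.1) was 0.872 between stem and young fruit and 0.857 between young and mature fruit. It was 0.842 between leaf and stem, 0.835 between leaf and flower and 0.813 between stem and flower. Mature fruit was less similar to stem (0.742), leaf (0.678) and flower (0.642). Single libraries gave 0.849 to 0.877 for the 9 pairs of stem and young fruit and 0.820 to 0.864 for the 9 pairs of young and mature fruit, so these ranges overlap. Libraries of the same tissue were at 0.967 to 0.990. These are correlations across genes, which are not independent replicates, and no p-value is attached. On unscaled FPKM, where a few abundant MYBs weigh most, the highest r was that of stem and flower at 0.851, and that of flower and mature fruit was 0.0742. The lowest r was that of flower and mature fruit on both scales, but that of leaf and mature fruit, 0.606, with a pseudocount of 1.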

To investigate the features of homologous domains and each repeat MYB domain, the online MEME was used to search for the conserved motifs shared by these proteins by uploading the amino acid sequences. In total, 75 candidate MYBs were analyzed and are indicated in Fig 6. Ten R1 MYB, 42 R2R3 MYB, one R1R2R3 MYB, and three R4 MYBs were identified, while the remaining 19 proteins belonged to atypical MYB-like families (S8 Table). 

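Types are given for the MYBs of S8 Table alone, and R2R3 MYBs were the most frequent type among those that differed between tissues. Of the 42 R2R3 MYBs in S8 Table, 34 were tested with limma, 33 differed between at least 1 pair of tissues (33 when adjusted over the list alone) and 28 were higher in 1 tissue than in each other tissue, with 10 for stem, 8 for flower, 5 for young fruit, 3 for leaf and 2 for mature fruit. DN142862_c4_g3, a MYB46 homolog of this type, stood at 5.31 ± 0.531 FPKM in stem (SD, n = 3) and 1.61 ± 0.207 in flower, and was listed at 0 in mature fruit. All 10 R1 MYBs were tested, 9 differed between a pair of tissues (9 when adjusted over the list alone) and 7 were higher in 1 tissue (8 when adjusted over the list alone). The R1 MYB DN133642_c0_g1, homologous to MYB1R1, stood at 125 ± 1.89 FPKM in leaf against 58.3 ± 1.44 in young fruit and 12.7 ± 2.00 in mature fruit. Of the 19 atypical MYBs, 14 were tested, and 13 both differed and were higher in 1 tissue (13 for each when adjusted over the list alone). Of the 3 MYBs with 4 repeats, 1 was tested and differed, the MYB306-like DN144626_c1_g2. The only R1R2R3 MYB, DN147128_c3_g4, was at 12.7 ± 1.02 FPKM in flower, 6.40 ± 0.387 in stem and 0.870 ± 0.0830 in leaf. The types are those of S8 Table, whose members the study chose on the measured libraries, so the counts are not independent evidence of tissue differences. The R2R3 MYBs higher in 1 tissue numbered 17 with a pseudocount of 1 and 18 with a pseudocount of 0.01, and 21 R2R3 MYBs differed when at least 1 FPKM in at least 3 libraries was required.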

The sequences of the different conserved motifs are illustrated in S2 Fig

**Fig 6:**
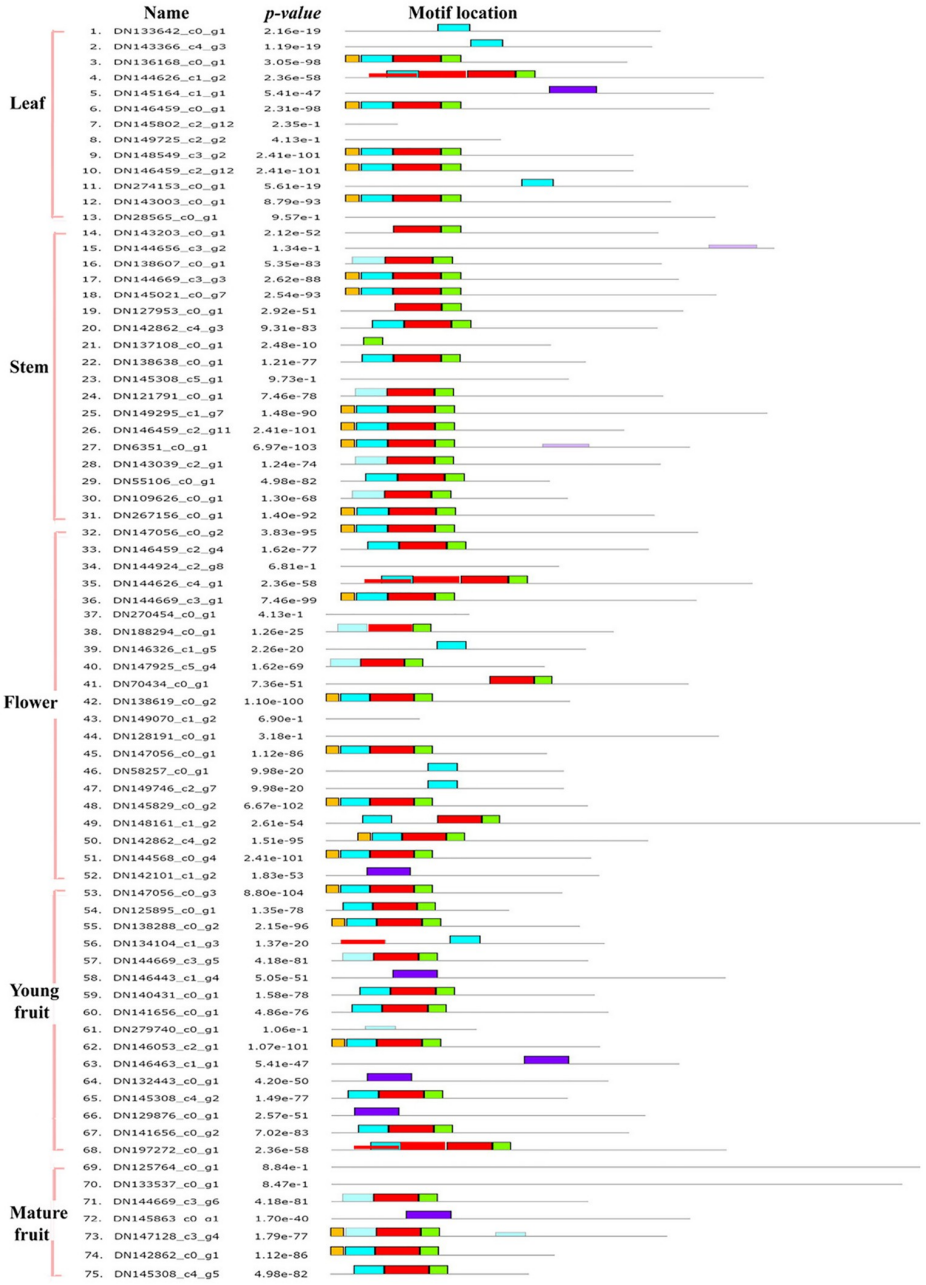
Seventy-five MYB motifs that were significantly expressed in the different tissues.

### Verification of RNA-seq results by qRT-PCR

qRT-PCR was conducted to validate the identification of the *MYB* genes obtained by RNA-seq analysis in the five different tissues. Using *β-actin* as the internal control, 12 genes related to MYB transcription factors were randomly selected. 

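In the RNA-seq libraries, 8 of the 12 MYBs chosen for qRT-PCR differed between at least 1 pair of tissues, and the other 4 did not reach the thresholds in any pair (limma on log2(FPKM + 0.1)). DN144022_c3_g4 (MYB308) was higher in fruit, at 51.0 ± 2.01 FPKM in young and 41.0 ± 8.26 in mature fruit (SD, n = 3) against 1.03 ± 0.188 in leaf, 1.82 ± 0.195 in flower and 7.81 ± 0.432 in stem. The MYB6-like repressor homolog DN144339_c1_g4 was also highest in fruit, at 31.2 ± 1.40 FPKM in mature and 27.5 ± 0.688 in young fruit against 4.64 ± 0.170 in leaf. In DN142862_c0_g1 (MYB4), leaf, stem and flower had 0.473 ± 0.165, 1.75 ± 0.198 and 0.315 ± 0.0447 FPKM. The MYB44-like DN143203_c0_g1, of a family linked to stress responses, was highest in stem at 96.9 ± 1.44 FPKM, followed by young fruit at 31.7 ± 2.45, a log2 fold change of 1.61 (SE 0.06, limma adjusted p = 4.45e-10). DN146463_c1_g1, homologous to EFM, a repressor of flowering, was highest in young fruit at 38.6 ± 5.88 FPKM, followed by mature fruit at 17.4 ± 0.892 (log2 fold change 1.14, SE 0.10, limma adjusted p = 3.61e-07). DN143733_c1_g1 was at 19.7 ± 1.91 FPKM in mature fruit and between 8.37 and 11.5 in the other tissues. DN111034_c0_g1 and DN147128_c3_g4 complete the 8. The 4 that did not pass were DN144228_c3_g1 (MYB3R-3), at 60.2 ± 9.82 FPKM in mature fruit and 32.7 ± 0.756 in flower, DN144159_c2_g1 (MYB-like X), at 63.4 ± 0.561 in leaf and 33.4 ± 4.70 in mature fruit, DN139053_c0_g1 (APL), at 28.4 ± 1.21 in mature fruit and 17.3 ± 0.127 in leaf, and DN146332_c2_g2 (DIVARICATA, named after a gene of flower asymmetry), at 17.0 ± 0.657 in mature fruit and 10.1 ± 0.675 in stem. Without the threshold on the fold change all 12 passed. The qRT-PCR values are not analysed here. In Fig 7 the RNA-seq bars for DN139053_c0_g1, DN143733_c1_g1, DN143203_c0_g1, DN146463_c1_g1 and DN146332_c2_g2, read by eye, lie nearest to another of the 12 MYBs.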

Validation results showed that the change trends of the 12 genes were nearly consistent with the gene expression patterns identified by RNA-seq (Fig 7), thereby confirming the reliability and accuracy of the RNA-seq analysis.

**Fig 7:**
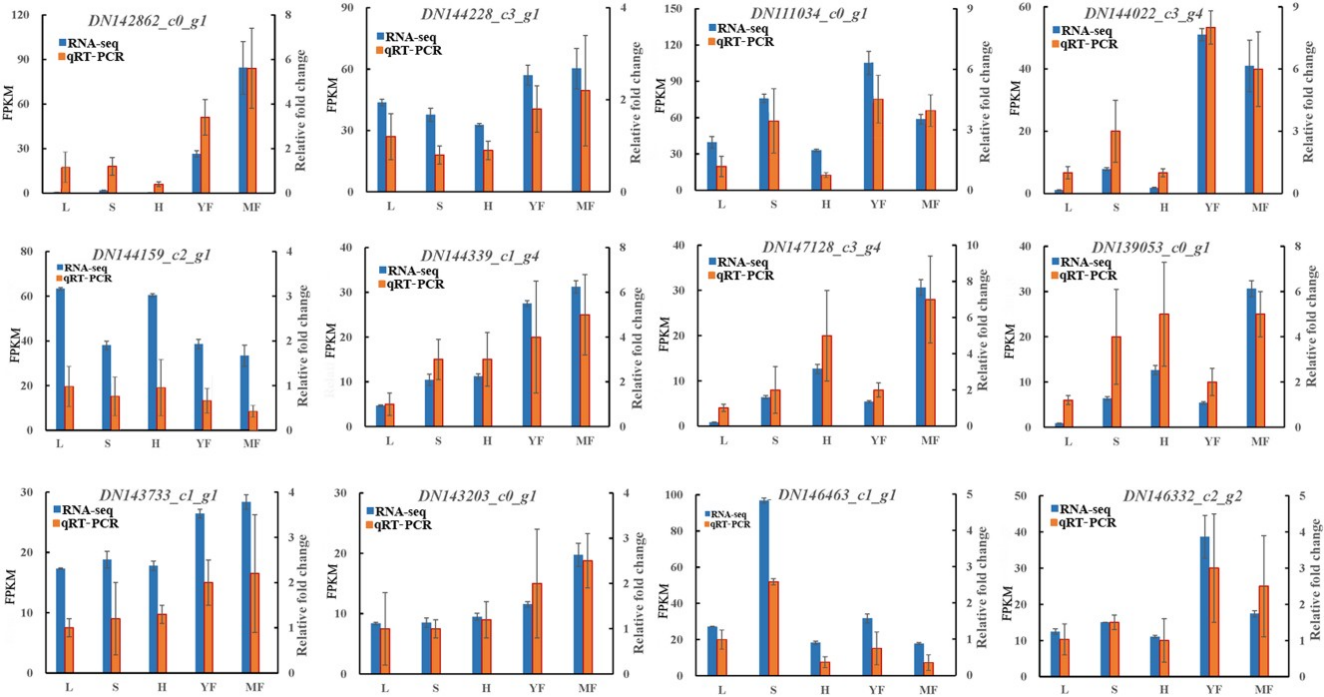
The relative expression levels of 12 randomly selected *MYB* by RNA-Seq and qRT-PCR. The horizontal axis indictes different tissues, including leaf (L), stem (S), flower (F), young fruit (YF) and mature fruit (MF). The left and right vertical axis individually indicate FPKM using RNA-seq and relative expression level using q RT-PCR. The error bars represent the standard deviation derived from each individual sample in triplicate.

### Microsatellite analysis and SSR distribution

Using MISA software, 63,727 unigenes with a total length of 109,644,660 bp were screened for microsatellite determination. A total of 37,545 potential EST–SSRs were identified. The average distribution of the SSRs was calculated to be 1:2,920 bp (37,545/109,644,660), and the average frequency of an EST–SSR was 0.59 (37,545/63,727). In total, 20,321 unigenes contained one type of SSR (54.12%), and 8,757 contained more than one type of SSR (23.32%; S9 Table). In total, 5,275 (14.05%) SSRs were present in a compound formation. Transcriptome types of the SSRs, from single nucleotide to hexanucleotide, were abundant.

Among the identified 37,545 SSRs, repeats with mononucleotide motifs were the most abundant (19,589, 52.17%), followed by di-nucleotides (11.504, 30.64%) (Table 2). The most abundant motif was A or T (18,855, 50.22%), followed by AG or CT (8,055, 21.45%) (Table 2). Among SSRs with tri-, tetra-, and penta-nucleotides, the most abundant types were AAG/CTT (2,189, 5.83%), AAAT/ATTT (141, 0.38%), and AAAAT/ATTTT (19, 0.05%), respectively. The hexa-motifs AAGGAG/CCTTCT and ACCTCC/AGGTGG were the most abundant types and were equally present (7, 0.02%) (Table 2). The repeat positions of the SSR types were analyzed and ranged from 5 to 121. Most SSR types were repeated more than 15 times [19.01% (7,136)], while 17.10% (6,422) were repeated 10 times (Table 3). With the exception of mononucleotides, the repeat numbers for most SSRs ranged from 5 to 12 (9,612, 75.9%), with only a small percentage being repeated more than 15 times (1,177, 9.3%).

**Table 2:** Summary of EST-SSRs identified from the transcriptome of *Rosa roxburghii*.

SSR Type	Number	Percentage	Dominat motif	Number of dominant motif	Percentage of dominant motif in all EST-SSR
Mononucleotide	19,589	52.17%	A/T	18,855	50.22%
Dinonucleotide	11,504	30.64%	AG/CT	8,055	21.45%
Trinucleotide	5,879	15.66%	AAG/CTT	2,189	5.83%
Tetranucleotide	373	0.99%	AAAT/ATTT	141	0.38%
Pentanucleotide	93	0.25%	AAGAG/CTCTT	19	0.05%
Hexnucleotide	107	0.28%	AAGGAG/CCTTCT	7	0.02%
			ACCTCC/AGGTGG	7	0.02%

**Table 3:** Summary of different repeat times for SSRs isolated from the transcriptome of *Rosa roxburghii*.

SSR Type	5	6	7	8	9	10	11	12	13	14	15	>15	Total
Mononucleotide	0	0	0	0	0	5448	2864	2019	1380	1165	905	5808	19589
Dinonucleotide	0	2441	1765	1368	1158	883	985	858	216	259	263	1308	11504
Trinucleotide	2965	1385	727	461	91	86	69	40	20	8	7	20	5879
Tetranucleotide	242	95	15	7	4	5	0	3	2	0	0	0	373
Pentanucleotide	67	17	8	1	0	0	0	0	0	0	0	0	93
Hexnucleotide	74	22	7	1	1	0	1	1	0	0	0	0	107
Total	3348	3960	2522	1838	1254	6422	3919	2921	1618	1432	1175	7136	37545
Percentage	8.92%	10.55%	6.72%	4.90%	3.34%	17.10%	10.44%	7.78%	4.31%	3.81%	3.13%	19.01%	100%

## Discussion

The limited available genomic information for *R*. *roxburghii* has constrained previous genetic studies. The generation of RNA-Seq libraries using short-read Illumina sequencing technology is considered as an effective approach for assessing transcriptional expression in tissues of interest in species lacking reference genomes. In the present study, the clean reads of five tissues were used for library construction, and 470,657,040 clean reads were obtained with 150-bp paired-end reads. This is greater than in a previous transcriptome study of *R*. *roxburghii* [18]. Similar numbers of unigenes were assigned to GO categories as a previous study, while 19,508 unigenes were assigned to 140 KEGG pathways compared with the 7,480 unigenes assigned to 124 pathways in the previous study [18]. This is because more tissues were analyzed and more unigenes were annotated with a greater number of pathways in the present study. The GC content of *R*. *roxburghii* was calculated to be 42.05%, which is higher than the 38.63% detected in an earlier next-generation sequencing study [19]. A total of 63,727 unigenes were predicted with an average length of 1437.69 bp in our study, while 22,721 genes with an average length of 2311.52 bp were detected in the aforementioned study [19]. The greater volume of data in the present study increased the coverage depth and accuracy, allowing for the identification of a large number of genes involved in different metabolic pathways. Although five tissues with three repetitions each were used to construct cDNA libraries, this does not cover the entire transcriptome of *R*. *roxburghii*, as some transcripts, not expressed in these tissues, may be missed.

Based on the MYB expression patterns, 75 *MYBs* were significantly expressed in the various tissues. Among these *MYBs*, 42 R2R3 *MYB*s were identified, proving to be the dominant type. The MYBs presented similar patterns and conserved motifs, suggesting that their conserved features play similar roles in group-specific functions. For example, DN141656_c0_g3, which could constitute part of the MYB-bHLH-WD40 complex, is involved in plant trichome development [33]. 

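DN141656_c0_g3 was listed at 0 FPKM in all 15 libraries, and reads may be shared with other unigenes of its Trinity component. Another unigene of the same Trinity component, DN141656_c0_g1, is described as MYB21 and was expressed, at 1.05 ± 0.122 FPKM in stem and 0.990 ± 0.222 in flower (SD, n = 3). Of the 14 MYBs named after regulators of trichomes and the epidermis (MYB82, WER and GL1), 12 were tested with limma and 11 differed between at least 1 pair of tissues (11 when adjusted over the list alone). Flower and leaf had the higher values in DN146459_c2_g9 (MYB82-like), at 15.3 ± 1.70 and 9.31 ± 1.63 FPKM against 0.364 ± 0.127 in stem, and in DN146459_c2_g8 (MYB82-like), at 6.63 ± 1.33 and 4.28 ± 0.534 against 0.139 ± 0.0521. Both were listed at 0 in mature fruit. The WER-like DN55106_c0_g1 did not pass, with 0.377, 0.974 and 0 FPKM in the stem libraries. Of the 5 MYBs of the single-repeat ETC type, which restrain trichomes in Arabidopsis, 3 differed between a pair of tissues (3 when adjusted over the list alone). Among them DN146126_c4_g1 (ETC1) was at 89.7 ± 4.74 FPKM in young fruit, 84.1 ± 2.67 in stem and 12.3 ± 0.723 in mature fruit, and DN149700_c2_g3 (ETC3) at 6.24 ± 0.443 in leaf and 0.656 ± 0.311 in young fruit. DN144174_c0_g4 (ETC3) was at 2.43 ± 0.483 FPKM in leaf and 5.81 ± 0.731 in young fruit.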

Some R2R3 MYBs are related to secondary metabolism and responses to abiotic and biotic stresses [34–35]. Several R2R3 MYBs, such as DN111034_c0_g1 annotated as MYB12 and DN146459_c2_g7 annotated as MYB108, were analyzed for their possible involvement in flavonoid or phenylpropanoid biosynthesis and accumulation, as well as their regulation under different stress and hormone treatments [36–38]. 

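DN111034_c0_g1 (MYB12) was expressed in every tissue, at 105 ± 9.71 FPKM in young fruit, 75.9 ± 3.47 in stem, 58.9 ± 3.92 in mature fruit, 39.7 ± 4.83 in leaf and 32.9 ± 1.10 in flower (SD, n = 3). Young fruit exceeded stem by a log2 fold change of 0.47 (SE 0.09, limma adjusted p = 0.000962), below the threshold of 1, and 3 of the 10 pairs of tissues passed. DN146459_c2_g7 (MYB108, named after a regulator of stamens and stress responses) was at 5.38 ± 0.378 FPKM in flower, 3.75 ± 0.285 in stem, 3.73 ± 0.422 in young fruit, 1.19 ± 0.128 in leaf and 0.537 ± 0.322 in mature fruit. From young to mature fruit it had a log2 fold change of -2.70 (SE 0.27, limma adjusted p = 1.85e-06). Of the 4 MYBs named after flavonol activators, 3 differed between a pair of tissues (3 when adjusted over the list alone). DN142862_c4_g4 (MYB11) was at 11.3 ± 0.234 FPKM in leaf, 8.73 ± 0.282 in stem, 1.29 ± 0.320 in young fruit and 0.202 ± 0.0798 in mature fruit, and DN145308_c4_g7 (MYB12b) at 3.28 ± 0.209 in mature fruit and 0.589 ± 0.298 in flower. DN145308_c5_g1 (MYB111) did not pass, with 0.843, 0 and 3.63 FPKM in the stem libraries.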

MYBs are also reported to be implicated in sugar signaling, fruit-skin coloration, and anthocyanin metabolism [39–41]. The majority of the R2R3 MYBs detected in the present study are associated with plant growth and fruit development and could be further studied to improve fruit quality and stress resistance in *R*. *roxburghii*. 

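Of the 34 R2R3 MYBs of S8 Table that were tested, 12 were lower in mature than in young fruit, 3 were higher and 19 did not pass (limma, 12 and 3 when adjusted over the list alone). The study chose these MYBs on the same libraries, so the direction is not independent evidence. Groups were also formed by the name of the best match, whichever the repeat type, and were not tested against each other. Of the 5 MYBs named after secondary wall regulators, 4 were lower in mature fruit, none was higher and 1 did not pass (4 and none when adjusted over the list alone), and the median log2 fold change was -2.59. DN145021_c0_g7 (MYB86-like) went from 9.52 ± 0.782 FPKM in young fruit to 1.55 ± 0.496 in mature fruit (SD, n = 3), and DN142862_c4_g3 (MYB46) was at 0.574 ± 0.0786 in young fruit. Of the 9 tested MYBs named after regulators of stamens and petals, 6 were lower and 3 did not pass (6 when adjusted over the list alone), but 3 were lower with a pseudocount of 1 or without mature fruit libraries 2 and 3. DN141656_c0_g1 (MYB21) was left at 0.0533 ± 0.0464 FPKM in mature fruit, and DN148254_c1_g2 (MYB21) went from 0.254 ± 0.112 to 0.00949 ± 0.0164. In the MYB44 group, 2 of 3 were lower (2 when adjusted over the list alone), with DN144824_c3_g1 at 20.9 ± 1.21 and 1.18 ± 0.258 FPKM and DN99221_c0_g1 at 48.9 ± 0.692 and 14.2 ± 1.74 in young and mature fruit. Of the 20 tested MYBs named after phenylpropanoid repressors, 6 were lower, 2 were higher and 12 did not pass (6 and 2 when adjusted over the list alone). DN138607_c0_g1 (MYB4) went from 12.5 ± 2.86 to 0.458 ± 0.0938 FPKM and DN144669_c3_g3 (MYB330) from 4.64 ± 0.694 to 0.111 ± 0.0754, while those that rose were DN142862_c0_g1 (MYB4) and DN147128_c3_g4 (MYB3). DN147128_c3_g4 is in this group by its name alone, and its type in S8 Table is R1R2R3. Of the 7 tested MYBs named after anthocyanin activators, 3 were lower and 1 was higher (4 and 1 when adjusted over the list alone), but 1 was lower and none was higher with a pseudocount of 1 or with only the 6 fruit libraries. DN145802_c2_g12 (MYB114-like) went from 0.462 ± 0.316 to 0.0498 ± 0.0431 FPKM, and DN109626_c0_g1 (MYB10) from 0.0183 ± 0.0317 to 0.443 ± 0.293. In the GARP group (APL, PHL and EFM), 5 of 13 were lower and 1 was higher (5 and 1 when adjusted over the list alone), with DN143137_c2_g1 (EFM) going from 17.7 ± 0.975 to 2.61 ± 0.456 FPKM and DN127588_c0_g1 (EFM) from 4.79 ± 0.454 to 0.436 ± 0.335. In the trichome group, 3 of 12 were lower and 1, DN145308_c4_g5, was higher (3 and 1 when adjusted over the list alone). A single member was lower in each of the ETC group (of 5), the flavonol group (of 4), the suberin and endodermis group (of 5), the cuticular wax group (of 6) and the MYB1R1 and DIVARICATA group (of 5), with the same counts when adjusted over the list alone. Neither of the 2 MYB3R unigenes, named after cell cycle regulators, passed. DN148161_c1_g2 was at 1.66 ± 0.462 and 0.915 ± 0.325 FPKM in young and mature fruit, with a limma adjusted p of 0.0135. With a pseudocount of 1, 7 of the R2R3 MYBs were lower and 1 was higher, no MYB of the trichome group was higher and none of the flavonol, suberin and endodermis, and cuticular wax groups was lower. With only the 6 fruit libraries, 1 of the R2R3 MYBs and none of the trichome group were higher, and 2 of the suberin and endodermis group and none of the cuticular wax group were lower. When at least 1 FPKM in at least 3 libraries was required, none of the anthocyanin group was higher and none of the suberin and endodermis group was lower. Without mature fruit libraries 2 and 3, 1 of the anthocyanin group and 1 MYB3R unigene were lower and 2 of the trichome group were higher. Single libraries also moved these small counts, to 1 lower in the anthocyanin group and 1 in the MYB3R pair without young fruit library 2, 2 higher in the trichome group and 1 lower in the MYB3R pair without mature fruit library 2, 2 lower in the ETC group without mature fruit library 1, 1 higher in the ETC group without mature fruit library 3 and 2 lower in the suberin and endodermis group without leaf library 1.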

Based on the similar functions of homologous gene with other *Rosa* species, the results of this study will aid functional studies of the *MYB* genes involved in *R*. *roxburghii* plant development.

A total of 37,545 microsatellites with different repeat types were detected from 63,727 unigenes, indicating that each unigene, on average, contained 0.59 SSR. The SSR locus density was 1:2,920 bp, compared with 1:4.00 kb in a previous study [18]. Various criteria and parameters for SSR detection, as well as the diversity of genomic structures and compositions can influence SSR density [42]. While a positive and significant association between genome size and SSRs motif length exists in gymnosperms, SSR density and length contribute less to genome size diversity in angiosperms [43], Errors in sequencing and assembly mistakes that resulted in mononucleotide SSRs were relatively low [44]. Except mononucleotides, the most common SSR motif was dinucleotide repeats in the transcriptome, which was similar to previously reported results. Here, AC/GT was the common type. In conclusion, detected EST–SSRs (37,545) are more closely associated with functional genes than genomic SSRs [45]. Therefore EST–SSRs could provide valuable information for genetic and genomic analyses [46].

In summary, a deep RNA-seq analysis was conducted on five tissues, and a total of 470.66 million reads were generated. In total, 63,727 unigenes were obtained using Trinity, of which nearly 94.79% (60,406) were successfully annotated. The results of this study have provided increased scope for the detection of genes involved in various metabolic pathways and have further elucidated the potential roles of *MYBs* in the different tissues in *R*. *roxburghii*. The detected microsatellites allow for the identification of genetic linkage mapping construction and maker-assisted selection.

## Supporting information

S1 Table Primers for real-time PCR.

S2 Table Summary of read mapping in leaf, flower, stem, young fruit and mature fruit with three repetitions.

S3 Table Analysis of size distribution of unigene for *Rosa roxburghii* Tratt.

S4 Table The number of unigenes annotated according to the NCBI non-redundant (Nr), Swiss-Prot, KOG, Gene Ontology (GO) and KEGG database in *Rosa roxburghii* Tratt.

S5 Table The number of unigenes annotated with GO and classified with three categories.

S6 Table The number of unigenes involved in KEGG pathways.

S7 Table Analysis of genes related to MYB transcription factor in leaf, stem, flower, young fruit and mature fruit of *Rosa roxburghii* Tratt. FPKM means fragments per kilobase of transcript per million mapped reads.
(XLSX)

S8 Table The tissues where *MYB* exhibited significantly differential expression based on a threshold value of absolute log_2_ FC (fold change) ≥ 1, and types of MYB superfamily were listed.

S9 Table Summary of different type EST-SSRs identified from the transcriptome.

S1 Fig Histogram of Eukaryotic Ortholog Groups (KOG) classification of assembled unigenes.

S2 Fig Logo sequences of the conserved motifs obtained using the MEME by uploading the amino acid sequences of seventy-five MYB. The overall height of each individual stack represents the conservation of the sequence at that position. The Arabic numerals under the colored capital letters represent the position of each residue and the width of the motif. Each color of the English letters indicates a different type of amino acid residue.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

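The transcripts of leaf, stem, flower, young fruit and mature fruit of R. roxburghii were measured by RNA-seq in 15 libraries, 3 for each tissue. The libraries were grouped by the tissue in their labels and in the paper. The authors trimmed the reads (the submitters' processing notes name Trimmomatic), assembled them with Trinity, aligned the reads to the assembly with Bowtie2 and estimated abundance with RSEM, whose versions are not given in the sources used here. They deposited FPKM values, 1 per unigene and library, for 63727 unigenes. The depth per library was 27406558 to 41235348 clean reads. The deposited values hold no counts, so no counting interval is given for a value, and an FPKM of 0 means only that the unigene is listed at 0.

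From these values, log2(FPKM + 0.1) was computed and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per tissue over all 15 libraries and a prior variance that depends on the expression level. The pseudocount was 0.1. Unigenes above 0.1 FPKM in at least 3 libraries were tested, which left out 12552 unigenes and 21 of the 163 MYBs. The 10 pairs of tissues were compared, p-values were adjusted after Benjamini-Hochberg within each pair, and calls required an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. A MYB was counted as higher in 1 tissue when it passed against each of the other 4. Correlations between tissues are Pearson's r over the MYBs. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

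The choices of test, thresholds, gene lists, named genes and most alternatives were made before the data were examined, although the mean values in S7 and S8 Tables had been seen. The setting without mature fruit libraries 2 and 3 and all settings for the groups of MYBs were chosen later. So were some leave-one-out settings, the tests on depth and scaling and the search for the nearest MYB in Fig 7. DN30159_c0_g1 was named later, outside the rule that follows, as a further MYB10 unigene. The MYBs named are those named by the paper's text or Fig 7, up to 5 per tissue with the largest fold change over the next tissue, up to 10 that rose and 10 that fell most between the fruit stages, and up to 4 of each gene list. For the first of these ranks all 3 libraries had to lie above the other 12, and for the fruit stages all 3 of a stage above or below the 3 of the other. Outside S7 Table at most 2 unigenes that rose and 2 that fell are named, since the sources do not pair them with gene names. The 14 gene lists were made from the descriptions in S7 Table, which are best matches in other species, and the 5 repeat types are those of S8 Table. No markers of cell types could be set, and the list of insect best matches is the only list for material of another organism. None of its 3 members passed the filter on low values.

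The script for the comparisons was tested on simulated data for mature against young fruit, with 51175 simulated unigenes of which 200 were changed. It called 6 of 67 unigenes changed by a factor of 2, 28 of 67 changed by a factor of 4, 29 of 66 changed by a factor of 8 and none of 50975 unchanged unigenes. Among changed unigenes of at least 1 FPKM it called 6 of 30, 24 of 26 and 20 of 22. In the simulation, calls were therefore incomplete for small changes and for low values. A change by a factor of 2 lies at the threshold on the fold change, so many such unigenes fail by construction. In the data 15443 unigenes passed for this pair, against 200 changed in the simulation. The shares called in the simulation therefore do not carry over to the data. In the same simulation 33 of 101 raised unigenes were called higher in mature fruit than in each other tissue.

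The alternatives were other pseudocounts, other filters on low values, median-of-ratios scaling, no trend of the spread, other thresholds, an adjustment over all 10 pairs, a fold of at least 2 without a test, the replicate number as a block, and leaving out each library in turn. The GO, KOG and KEGG annotation, the microsatellites and the qRT-PCR values are not analysed here.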

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

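The tests on sequencing depth and on the scaling factor per library, and the counts without mature fruit libraries 2 and 3, were chosen only after the results were seen. The patterns of this part are hypotheses found and tested on the same libraries.

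In young fruit, 3425 unigenes were above 0 in all 3 libraries and listed at 0 in the other 12, a signal among unigenes that the paper does not discuss. Depth is argued against by stem library 1, which has more clean reads than each young fruit library and lists 39812 unigenes above 0, fewer than the 43593 of the lowest young fruit library. Material of another organism present to different extents in the libraries is argued against by the median log2 ratio of these unigenes, which is 0.19 between the most different pair of young fruit libraries, but an even load was not tested. These unigenes make up 0.388% to 0.427% of the summed FPKM, and 285 of them reach 1 FPKM in all 3 libraries. The stage of the fruit and the month of harvest, which go together, remain open and were not tested.

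In mature fruit libraries 2 and 3, 2792 unigenes were above 0 that are listed at 0 in the other 13 libraries, and the other pairs of mature fruit libraries share 68 and 62 such unigenes. Depth is argued against, since library 1 has the most clean reads of the 3, 31692315. The 2792 unigenes sum to 4994 and 4285 FPKM in libraries 2 and 3, 839 of them reach 1 FPKM in both, and they include the insect matches DN133537_c0_g1 and DN125764_c0_g1. All 3 MYBs with an insect best match were at 0 in 1 library of their highest tissue or differed over 4 times within it, with a ratio of 4.90 between the leaf libraries for DN28565_c0_g1. For DN133537_c0_g1 and DN125764_c0_g1 the 0 in library 1 follows from their place among the 2792. The leaf values of DN28565_c0_g1 are low, at 0.0612 to 0.299 FPKM. These values are consistent with material of another organism in some libraries, as a hypothesis, while a difference between the plants sampled was not tested.

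Of the MYBs that differed between the fruit stages, 86.2% were lower in mature fruit, against 73.3% of all unigenes that differed. A general fall at the expression level of the MYBs is argued against, as is a scaling factor per library, which would move all unigenes of that level alike, since the MYBs' median log2 fold change was -0.60, while 10000 random lists matched on mean expression had a median of -0.032 and a middle 95% of -0.27 to 0.05, and 0 of them were as low. The lists drew unigenes independently, whereas 57 of the 163 MYBs share a Trinity component with another MYB, so the spread of the lists may be too narrow. They were matched on mean expression over all 15 libraries and not on variability between tissues. A single library standing apart is argued against by a ratio of lower to higher MYBs of at least 6.12 without each of the 6 fruit libraries in turn. Without mature fruit libraries 2 and 3, with the lone library assumed to vary like the others, 42 MYBs were lower and 8 higher. The stage of the fruit remains open together with the month of harvest, from which it cannot be separated in this design.

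Outside S7 Table, 15385 unigenes differed between mature and young fruit, which the paper does not analyse.

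Over 100 splits of the 15 libraries into 5 groups of 3, the real one included, only 1, the real split, gave as high a count for each of the following. A grouping of the libraries unrelated to tissue is thus an unlikely source of these counts. Other features shared by the libraries of a tissue, such as technical repeats, are not addressed, since every other split mixes tissues. The real count and the highest of the other splits were 119 and 73 for MYBs differing between any pair of tissues, 50 and 4 for MYBs higher in 1 tissue, 35695 and 21347 for unigenes differing between any pair, 13280 and 7627 for unigenes higher in 1 tissue, and 8 and 7 for the MYBs of the qRT-PCR. For MYBs of S8 Table in their listed tissue the counts were 50 and 1, but the study chose them on the same libraries, so the splits do not decide on chance there. For mature against young fruit there are 10 splits, too few for a share under 0.05, with 58 MYBs and 15443 unigenes in the real split and at most 0 and 38 in the others.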

How the results depend on the processing

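The setting without mature fruit libraries 2 and 3, all settings for the groups of MYBs and the leave-one-out settings for the count of MYBs above 0 and for the similarity of the tissues were chosen after seeing the data. With a pseudocount of 1, which by its construction shrinks the fold changes of low values, 20759 unigenes differed between any pair of tissues, 5907 were higher in 1 tissue, 6888 unigenes and 36 MYBs differed between the fruit stages, and the r between young and mature fruit over the MYBs was 0.835. With at least 1 FPKM in at least 3 libraries, where 28830 unigenes were tested, these unigene counts were 21582, 6017 and 8470. The r was 0.681 on unscaled values and 0.794 over MYBs of at least 1 FPKM in at least 3 libraries, and the cause was not tested. The log2 fold change of ETC1, DN149700_c2_g2 young fruit minus mature fruit, was 0.66 and did not pass, and it reversed to -0.0361 without mature fruit libraries 2 and 3. Without these libraries 119 MYBs differed between a pair of tissues, 46 were higher in 1 tissue and 50 differed between the fruit stages, with 33731, 12454 and 14085 unigenes. With only the 6 fruit libraries 39 MYBs were lower and 5 higher in mature fruit. The ranges when leaving out 1 library were 117 to 121 for MYBs differing between a pair of tissues, 46 to 50 for MYBs higher in 1 tissue and for those of S8 Table, 34799 to 35475 and 12777 to 13380 for the same unigene counts, 8 to 9 for the MYBs of the qRT-PCR, 56 to 62 MYBs and 14744 to 15377 unigenes between the fruit stages, 157 to 159 for MYBs above 0, and 0.846 to 0.862 for the r. With the replicate number as a block the counts were 119 and 49 MYBs, 35372 and 13078 unigenes, and 58 MYBs and 15280 unigenes between the fruit stages. Deviations of libraries with the same number correlated at -0.0419 to 0.0613 over 30 pairs, none above 0.1, so no pairing by number was seen. A shared plant or batch that moves few unigenes would not show in these correlations. All other settings left these counts within 1.5 times. Within that bound, the 50 MYBs higher in 1 tissue became 36 with a pseudocount of 1 and 37 with a pseudocount of 0.01. They became 42 with at least 1 FPKM in at least 3 libraries and 61 without a threshold on the fold change. An adjusted p of 0.05 or no threshold on the fold change, which admit more calls by construction, moved the counts of the groups only upwards. Of 3469 values for 124 fold changes of 76 named unigenes under the alternatives, 3381 kept their direction and side of the thresholds, 72 no longer passed, 15 newly passed and 1 reversed. Many of these unigenes were named for their large changes, and 1824 of the 3381 values come from leaving out 1 library, often of a tissue outside the comparison. This share is therefore high in part by construction. Depth limits the low values, as no counts are given.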

Differences from the paper's values

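No value of this part rests on a test chosen after the result was seen, apart from the search for the nearest MYB in Fig 7. The paper reports 75 differentially expressed MYBs at a log2 fold change of at least 1 between any pair of tissues, and its methods add an FDR of 0.01. The count here was 119 at these thresholds. Of the alternatives set before the data were examined, a pseudocount of 1 gave 95 and a filter of at least 1 FPKM in at least 3 libraries gave 98, both within 1.5 times the paper's value. All others gave 117 to 126, and a fold of at least 2 without a test gave 149. Of the 75 MYBs listed under a tissue in S8 Table, 50 passed against each other tissue and 15 were not tested. A highest mean at least 2 times each other mean, without a test, was found for 74 MYBs, all of them in S8 Table. S8 Table thus follows a difference from each other tissue rather than from any tissue. The 119 and the 75 are therefore counts under unlike rules. The remaining MYB of S8 Table, DN109626_c0_g1, is listed under stem, with 0.295 ± 0.0256 FPKM there and 0.443 ± 0.293 in mature fruit (SD, n = 3).

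In S2 Table the paper gives 87.16% of reads mapped uniquely for young fruit library 1, whereas the reads in the same line of that table give 14.21%. No alternative bears on this value. The line of young fruit library 1 gives 4101627 uniquely mapped reads. The line of stem library 3, also at 87.16%, gives 24101627, the same digits after its first digit. Young fruit library 1 lists 44202 unigenes above 0, between the 43593 of library 2 and the 44904 of library 3. The line therefore does not show that few reads of this library were mapped. For young fruit library 3 the paper gives 86.65% and the reads give 68.4%, and for library 2 the values are 86.21% and 88.0%. The 24876118 uniquely mapped reads in the line of library 2 are 86.21% of the 28855223 reads of library 1. The 24490484 in the line of library 3 are 86.65% of the 28264939 reads of library 2. The counts and percents of these lines thus appear to stand a line too low. The 68.4% and 88.0% therefore do not measure the mapping of libraries 3 and 2.

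In S8 Table the paper gives 12.66 FPKM in young fruit and 58.26 in mature fruit for DN133642_c0_g1, against 58.3 and 12.7 here, and 0.46 and 12.49 for DN138607_c0_g1, against 12.5 and 0.458 here. These values are the same with young and mature fruit exchanged. Within a tolerance of 0.0051 FPKM, the fruit columns of S8 Table matched as labelled for 35 MYBs, matched only when exchanged for 25 MYBs, of which 8 are listed under leaf and 17 under stem, and matched either way for 15. S7 Table matched as labelled for all 163 MYBs. No alternative changes these means.

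Several panels of Fig 7 show other RNA-seq values than those found here. For DN139053_c0_g1 the paper's bars stand at about 0.7 in leaf, about 6.2 in stem and about 5.1 in young fruit in Fig. 7, read by eye, against 17.3, 18.8 and 26.4 FPKM here. For DN143733_c1_g1 they stand at about 17 in leaf, about 19 in stem, about 18 in flower and about 26 in young fruit in Fig. 7, read by eye, against 8.37, 8.48, 9.49 and 11.5 FPKM. For DN143203_c0_g1 they stand at about 8.3, about 8.5, about 9.4 and about 11 in these tissues in Fig. 7, read by eye, against 27.2, 96.9, 18.3 and 31.7 FPKM. For DN146463_c1_g1 they stand at about 27 in leaf, about 97 in stem and about 18 in flower in Fig. 7, read by eye, against 12.4, 15.0 and 11.1 FPKM. For DN146332_c2_g2 they stand at about 11 in flower and about 39 in young fruit in Fig. 7, read by eye, against 16.8 and 15.0 FPKM. The MYB with means nearest to the bars over all 5 tissues was searched among the 12 MYBs chosen for qRT-PCR alone. In the order of these panels it was DN147128_c3_g4, DN139053_c0_g1, DN143733_c1_g1, DN143203_c0_g1 and DN146463_c1_g1. After DN147128_c3_g4, each is the MYB of the panel named before. The largest log2 difference of a panel's bars was 0.0248 to 0.314 from the nearest MYB, against 1.17 to 4.63 from its own MYB. The bars thus look shifted by a panel, so the differences above do not show that the RNA-seq values conflict. The bars were read after the values of S7 Table had been seen. No alternative changes these means.

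The dendrogram of Fig 5 joins young fruit with mature fruit. The highest r over the MYBs was that of stem and young fruit, 0.872, followed by that of young and mature fruit, 0.857, and on unscaled values the highest was that of stem and flower, 0.851. Between single libraries the first of these ranged from 0.849 to 0.877 and the next from 0.820 to 0.864, so they overlap. The paper's text does not state the distance or linkage of the dendrogram, so r and the dendrogram may measure different things.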

Other observations

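The tests of this part were planned, apart from the alternative settings for the groups of MYBs, which were chosen after seeing the data, and no explanation is tested in it. Members of the groups of MYBs formed by best match were highest in various tissues (limma, counts of members higher in 1 tissue than in each of the other 4, with equal counts when adjusted over the list alone). Of the 20 tested phenylpropanoid repressor homologs, 18 differed between a pair of tissues and 11 were higher in 1 tissue, 4 of them in stem, 2 each in leaf, flower and mature fruit and 1 in young fruit. All 5 secondary wall homologs differed and 2 were higher in stem, where DN145021_c0_g7 (MYB86-like) reached 25.3 ± 0.913 FPKM (SD, n = 3). All 7 tested anthocyanin activator homologs differed, and 2 were higher in flower and 1, DN145802_c2_g12, in leaf, a call lost with a pseudocount of 0.01. Of 13 tested GARP members, 11 differed and 5 were higher in 1 tissue, 3 of them in young fruit, such as DN146463_c1_g1. Of 9 tested stamen and petal homologs, 7 differed and 2 were higher in 1 tissue, DN138638_c0_g1 (MYB305-like) in stem at 1.63 ± 0.119 FPKM, against 0.617 ± 0.0421 in flower, and DN141656_c0_g1 (MYB21) in young fruit, and both calls were lost with a pseudocount of 0.01 or 1. Of 12 tested trichome homologs, 3 were higher in 1 tissue, among them the WER-like DN145308_c4_g5 in mature fruit, and 1 was with a pseudocount of 1 or when at least 1 FPKM in at least 3 libraries was required. Of 5 suberin and endodermis homologs, 4 differed (2 under each of the same settings) and 1 was higher in flower, DN149746_c2_g7 (MYB36-like), at 14.8 ± 3.24 FPKM against 3.28 ± 0.779 in stem. Of 6 tested cuticular wax homologs, 4 differed and 2 were higher in 1 tissue, the MYB306-like unigenes of flower and leaf. All 3 MYB44 homologs differed and 1, DN143203_c0_g1, was higher in stem. Of 5 MYB1R1 and DIVARICATA homologs, 3 differed and 1 was higher in leaf, and without flower library 3, 2 were higher in 1 tissue. Of the MYB3R pair, DN148161_c1_g2 was higher in flower and the other did not pass, while both differed without mature fruit libraries 2 and 3.

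Outside S7 Table, the unigenes with the largest changes between the fruit stages have no name in the sources used here. DN143619_c0_g7 was at 75.7 ± 12.1 FPKM in mature fruit and 0.552 ± 0.956 in young fruit (SD, n = 3), and DN147428_c0_g2 was at 28.6 ± 15.1 in mature fruit and listed at 0 in young fruit. DN146011_c4_g2 was at 96.5 ± 43.8 FPKM in young fruit and DN148994_c3_g1 at 75.8 ± 10.8, and both were listed at 0 in mature fruit. Of the MYBs tested, 83.8% differed between a pair of tissues, 35.2% were higher in 1 tissue and 40.8% differed between the fruit stages, against 69.8%, 26.0% and 30.2% of all unigenes tested, and these shares were not tested against each other.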
